# Pterostilbene Changes Epigenetic Marks at Enhancer Regions of Oncogenes in Breast Cancer Cells

**DOI:** 10.3390/antiox10081232

**Published:** 2021-07-30

**Authors:** Sadaf Harandi-Zadeh, Cayla Boycott, Megan Beetch, Tony Yang, Benjamin J. E. Martin, Kevin Ren, Anna Kwasniak, John H. Dupuis, Katarzyna Lubecka, Rickey Y. Yada, LeAnn J. Howe, Barbara Stefanska

**Keywords:** pterostilbene, enhancer, DNA methylation, DNMT3B, H3K36 trimethylation, oncogenes, chromatin, cancer

## Abstract

Epigenetic aberrations are linked to sporadic breast cancer. Interestingly, certain dietary polyphenols with anti-cancer effects, such as pterostilbene (PTS), have been shown to regulate gene expression by altering epigenetic patterns. Our group has proposed the involvement of DNA methylation and DNA methyltransferase 3B (DNMT3B) as vital players in PTS-mediated suppression of candidate oncogenes and suggested a role of enhancers as target regions. In the present study, we assess a genome-wide impact of PTS on epigenetic marks at enhancers in highly invasive MCF10CA1a breast cancer cells. Following chromatin immunoprecipitation (ChIP)-sequencing in MCF10CA1a cells treated with 7 μM PTS for 9 days, we discovered that PTS leads to increased binding of DNMT3B at enhancers of 77 genes, and 17 of those genes display an overlapping decrease in the occupancy of trimethylation at lysine 36 of histone 3 (H3K36me3), a mark of active enhancers. We selected two genes, *PITPNC1* and *LINC00910*, and found that their enhancers are hypermethylated in response to PTS. These changes coincided with the downregulation of gene expression. Of importance, we showed that 6 out of 17 target enhancers, including *PITPNC1* and *LINC00910*, are bound by an oncogenic transcription factor OCT1 in MCF10CA1a cells. Indeed, the six enhancers corresponded to genes with established or putative cancer-driving functions. PTS led to a decrease in OCT1 binding at those enhancers, and OCT1 depletion resulted in *PITPNC1* and *LINC00910* downregulation, further demonstrating a role for OCT1 in transcriptional regulation. Our findings provide novel evidence for the epigenetic regulation of enhancer regions by dietary polyphenols in breast cancer cells.

## 1. Introduction

Breast cancer is the most commonly diagnosed malignancy and the second leading cause of cancer-related deaths among women [1]. Epigenetic alterations are found frequently in breast cancer and are suggested to drive a number of sporadic cases [2]. Epigenetics refers to the control of gene expression without changes to the DNA sequence. The epigenetic code consists of DNA methylation, covalent histone modifications, noncoding RNA mechanisms, and chromatin remodeling complexes [3,4]. All components of the epigenetic machinery are important to influence gene expression; however, DNA methylation mainly occurs on the cytosine of CpG dinucleotides and is catalyzed by specific enzymes, namely, DNA methyltransferases (DNMTs), and they are particularly considered to stabilize gene transcription [3,4,5]. DNA methylation reactions are thought to provide stable, long-term regulation of gene expression over time [6], while at the same time are considered to be dynamic and responsive to external exposures [7]. During carcinogenesis, perturbations in the DNA methylation machinery occur, leading to aberrant DNA methylation patterns in sequences that are involved in the regulation of gene transcription, which subsequently affects the expression of genes related to cell differentiation, proliferation, metastasis, and other biological processes [8]. For decades, researchers were reporting on aberrant DNA methylation levels within promoters of genes while the role and regulation of other regulatory regions, e.g., enhancers, silencers, or insulators, were largely disregarded [9]. Studies over the last 20 years clearly demonstrate that the DNA methylation status of enhancer regions may impact their regulatory role in addition to histone marks [10].

Enhancers are usually 30–200 base pairs long and may be located upstream or downstream of their target genes [9,11]. The activity of enhancers is highly dependent on a cell type, physiological stimuli, and a specific developmental time point. These distant regulatory elements increase the likelihood of gene transcription by interacting with their target gene promoters via looping of DNA in association with transcription factors, RNA polymerase, and other cofactors [9,11]. Another way through which enhancers can impact the expression of target genes is through their own transcription and generating enhancer RNA (eRNA), which positively correlates with mRNA synthesis of the target genes [12]. Several classes of enhancers have been described, including active, intermediate, and poised, that are characterized by distinct histone marks [13]. For example, active enhancers are rich in acetylation of lysine 27 of histone H3 (H3K27ac), whereas poised enhancers are marked by trimethylation of H3K27 (H3K27me3) [9,13]. Of importance, H3K36me3 has been shown as a unique mark of active enhancers, distinguishing active from intermediate or poised enhancers [13]. It is crucial to emphasize that H3K36me3 is a mark generally associated with actively transcribed genes and transcriptional elongation; thereby, it is also present at other regions relevant to transcription [13]. Apart from distinct patterns of histone covalent modifications, active enhancers display less DNA methylation [10,14]. DNA hypomethylation was also proposed as a signature of eRNA-generating enhancers, thus active enhancers [15]. While our knowledge about the regulation of enhancers is constantly increasing, approaches to reverse aberrant enhancer activity in disease remain undiscovered.

Remarkably, the last decade of research has shown epigenetic activities exerted by compounds with polyphenolic structure, including stilbenoid polyphenols [16,17,18,19,20,21,22], accompanied by their potent anti-cancer effects [23,24,25]. Studies have shown loci-specific changes in DNA methylation and reversal of cancer-like DNA methylation patterns [16,17,18,19,20,21]. Among these compounds, Pterostilbene (PTS), a naturally present stilbenoid in the diet (e.g., blueberries, grapes, cranberries, peanuts, pistachios, cocoa), stands out due to its high bioavailability [26,27]. We and others previously observed changes in DNA methylation at candidate gene loci, including *PTEN*, *APC*, and *BRCA1* in human cancer cells exposed to PTS or its analog resveratrol (RSV) [16,17,18]. These reports were strengthened by our genome-wide study to demonstrate remodeling of the DNA methylation patterns in breast cancer cells exposed to stilbenoids [20]. We observed increases and decreases in DNA methylation levels at thousands of CpG loci. These findings laid the framework for subsequent work to identify mechanisms underlying stilbenoid-mediated changes in loci-specific DNA methylation [20,28]. For the first time, we demonstrated that stilbenoid-mediated downregulation of an oncogene, *MAML2*, which is an activator of the NOTCH signaling pathway, is accompanied by increased DNA methylation at the *MAML2* enhancer region [20]. DNMT3B was found to bind the *MAML2* enhancer upon treatment with stilbenoids, suggesting a role for this DNA methyltransferase in methylating the enhancer [20]. We further showed that one-third of hypermethylation events in response to stilbenoids occur in gene bodies, and the majority of those loci within gene bodies are located in gene enhancers [20]. In the current study, we have therefore investigated how stilbenoids, specifically PTS, impact epigenetic marks at enhancer regions in MCF10CA1a breast cancer cells. To better understand the role of DNMT3B binding, DNA methylation, and histone modifications at enhancer regions in stilbenoids-mediated downregulation of gene transcription, we have performed chromatin immunoprecipitation (ChIP) followed by next-generation sequencing to analyze binding events of DNMT3B and occupancy of H3K36me3 at a genome-wide scale. We then elucidated whether altered DNMT3B and H3K36me3 enrichment are linked to changes in transcription factor binding and gene transcriptional activity.

## 2. Materials and Methods

### 2.1. Cell Culture and Treatment with Pterostilbene (PTS)

Human breast cancer cell line, MCF10CA1a, used in this study, was cultured in DMEM/F12 (1:1) medium (Gibco, Waltham, MA, USA) supplemented with 5% horse serum (Gibco, Waltham, MA, USA), 1 U/mL penicillin, and 1 μg/mL streptomycin (Gibco, Waltham, MA, USA), and grown in a humidified atmosphere of 5% carbon dioxide at 37 °C. The cell line was derived from tumor xenografts of MCF10A cells transformed with constitutively active Harvey-ras oncogene and represented lowly differentiated malignant tumor with high invasive potential. The cell line was obtained from Dr. Dorothy Teegarden, Purdue University, IN, USA. Pterostilbene (PTS, Cayman Chem., Ann Arbor, MI, USA) was resuspended in ethanol, and 10 mM stock solution was stored at −20 °C. Next, cells were plated at a density of 2–3 × 10^5^ per 10 cm tissue culture dish 24 h prior to treatment with PTS. Freshly diluted PTS was prepared prior to adding to the culture medium. Cells were treated with 7 μM PTS for 4 days. Cells were then split at 1:50 ratio and exposed to the compound for additional 4 days (9-day exposure). The concentration of 7 μM was determined in our previous studies as the IC50 concentration for 9-day treatment [20,29]. Please note that the IC50 dose reduces cell growth by 50% and leads to not more than 10% of dead cells compared to vehicle-treated cells (ethanol used as a solvent for PTS).

### 2.2. Chromatin Immunoprecipitation (ChIP) Sequencing (ChIP-Seq)

Chromatin immunoprecipitation was performed as previously described [20,30]. In brief, cells representing three biological replicates were fixed with 1% formaldehyde and incubated at 37 °C for 15 min. Fixed cells were lysed, followed by 15 s intervals of sonication (amplitude 40; Qsonica Q55), interspaced with 45 s rest, for 20 cycles on ice. Lysates were pre-cleared with protein G agarose and centrifuged to collect supernatants, which were divided into three fractions. One fraction was maintained as input. The second fraction served as negative control and was incubated overnight at 4 °C with IgG non-specific antibody (negative control, Santa-Cruz Biotechnology, Dallas, TX, USA). The third fraction was incubated overnight at 4 °C with the following antibodies: anti-DNMT3B rat antibody (Millipore, Burlington, VT, USA, MABE305), anti-trimethyl-Histone H3 Lys36 rabbit antibody (H3K36me3, Millipore, Burlington, VT, USA, ABE305), or anti-OCT1 mouse antibody (Millipore, Burlington, VT, USA, MAB5434). The following day, the DNA bound to antibodies was washed, eluted, and the antibodies were degraded using proteinase K treatment. Input and purified ChIP DNA were used to generate sequencing libraries using NEBNext Ultra DNA Library Prep Kit for Illumina reagents according to the manufacturer’s protocol. ChIP libraries were sequenced using PE150bp reads in HiSeq2500, as described previously [31,32].

### 2.3. Analysis of ChIP-Seq Data

As described previously, ChIP-seq data were analyzed using Bioconductor tool in R [31,32]. Adapter sequences were trimmed from sequencing reads using cutadapt [33], and reads were aligned to the GRCh37/hg19 human reference genome using the Burrows–Wheeler Aligner [34]. Duplicate and low-quality reads were filtered out. MACS2 peak calling software was used to identify distinct patterns of enrichment in control-treated versus PTS-treated samples and to generate fold enrichment tracks [35,36]. Briefly, the callpeak function was used to identify peaks in the control or treated samples, using the pooled ChIP-seq inputs as the background control and using 200 bp as the estimated fragment size and an effective genome size of 2,700,000,000. The broad option was used for calling H3K36me3 peaks. Differential peaks were called using the bdgdiff function. Fold enrichment over input tracks was generated from pileup tracks using the bdgcmp function and the -m FE option. To visualize accurate representation of our results, read-extended bigwig files of our obtained genomic data were implemented in the genome browser. Lastly, ChIPSeeker Bioconductor package was used to associate the identified peaks to their target genes. The ChIP quality control (CHIPQC) Bioconductor package calculated ChIP-seq specific quality metric for each sample and input in our experiment. CHIPQC further identifies both fragment-length peak and a read-length peak based on cross-coverage around the centers of binding sites. CHIPQC was used to both measure inequality of coverage across the genome via standardized Standard Deviation (SSD) and assess distribution of ChIP-seq signal over genomic regions.

To assign peaks to chromatin states, broad ChromHMM data from human mammary epithelial cells (HMEC) were used [37]. Peaks could correspond to the following chromatin states: active, weak, or poised promoters, strong or weak enhancers, putative insulators, active or weak transcription, Polycomb-repressed regions or heterochromatin. Active promoters, strong enhancers, and active transcription regions are linked to high expression levels, with the latter state determined based on the enrichment of histone marks along transcripts. The ChIP-seq data are available from Gene Expression Omnibus (accession number: GSE175639).

### 2.4. DNA Isolation and Pyrosequencing

DNA was isolated using standard phenol:chloroform extraction protocol. DNA bisulfite conversion was performed as previously described [20]. HotStar Taq DNA polymerase (Qiagen, Hilden, Germany) and biotinylated primers were used to amplify bisulfite converted DNA with primers specific for studied gene regulatory regions (please see Supplementary Table S1 for primer sequences). Pyrosequencing of the biotinylated DNA strands was performed in the PyroMark Q48 Autoprep instrument (Qiagen, Hilden, Germenay), as previously described [38]. Percentage of methylation at a single CpG site resolution was calculated using PyroMark Q48 software.

### 2.5. RNA Isolation, cDNA Synthesis and QPCR

TRIzol reagent (Invitrogen, Waltham, MA, USA) was used to isolate total RNA from MCF10CA1a cells treated with 7 μM PTS for 9 days. cDNA was synthesized using 1 μg of total RNA as a template and 20 U of AMV reverse transcriptase (Roche Diagnostics, Basel, Switzerland). The QPCR reaction was carried out in CFX96 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using 2 μL of cDNA, 10 μL of SsoFast EvaGreen Supermix (Bio-Rad), and 400 nM forward and reverse primers (please see Supplementary Table S1 for primer sequences), in a final volume of 20 μL. The amplification reactions were performed in biological triplicate under the following conditions: denaturation at 95 °C for 10 min, amplification for 40 cycles at: 95 °C for 10 s, annealing temperature for 10 s, 72 °C for 10 s; and final extension at 72 °C for 10 min. Genes transcript levels (quantification of the gene expression level) were quantified using the CFX Maestro Software (Bio-Rad, Hercules, CA, USA) with standard curve-based analysis. Relative gene expression levels of target genes are presented as gene of interest/GAPDH (reference gene).

### 2.6. Statistical Analysis

Unpaired *t*-test with two-tailed distribution was used for statistical analysis of QPCR and pyrosequencing data. Each value represents the mean ± S.D. of three independent experiments (biological replicates). The results were considered statistically significant when *p* < 0.05.

## 3. Results

### 3.1. Overview of DNMT3B Binding in Highly Invasive MCF10CA1a Breast Cancer Cells in Response to Pterostilbene (PTS)

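DNMT3B is a DNA methyltransferase, and the peaks below mark DNA that was recovered with an antibody against it from MCF10CA1a cells. The samples were 3 biological replicates of PTS-treated cells and 3 of vehicle-treated cells, with 1 input library for each treatment. All values come from the authors' deposited peak lists, 1 for each treatment, on GRCh37/hg19. The authors called the peaks with MACS2 on the 3 replicates pooled, so there are no values per replicate, no replicate error and no test between replicates. The depositors describe the list of PTS-treated cells as enriched in PTS and the list of vehicle-treated cells as enriched in control. Peaks of these lists are therefore named DNMT3B-increased and DNMT3B-reduced. The list of PTS-treated cells holds 4326 distinct peaks, and the list of vehicle-treated cells 15855 peaks. Folds, pileups and P-values are the authors'. In both lists, each fold equals the pileup at the summit plus 1, divided by a single background value of 3.20 plus 1. A fold therefore sets a peak against a constant, and no value of the other treatment at the same place enters it. Every pileup of PTS-treated cells is a multiple of 0.913, which scales these cells to the depth of the vehicle-treated cells. The lowest listed pileup was 12.8 for PTS and 11.0 for vehicle, so the whole lists do not start at the same level. From the background and the fragment size of 200 bp, the pooled depth was 43200000 reads for vehicle and 47300000 for PTS, and the depth of each replicate is not known. The deposited P-value of a peak is not a probability on its own scale, since the peaks with a value under 0.05 have a Poisson p of 1.26e-14 or lower. Peaks with a deposited P-value under 0.05 were counted, each once even where it is listed with several chromatin states or genes. The lowest fold past this threshold was 6.11 in PTS-treated and 5.95 in vehicle-treated cells. The median length of the peaks past it was 462 bp and 502 bp, respectively. All 95% intervals of shares are Wilson intervals, intervals of single pileup ratios are exact binomial intervals, and both cover counting error only. Intervals of median ratios are from a bootstrap over regions.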

To understand a possible functional role of DNMT3B in mediating epigenetic effects of stilbenoid polyphenols, we performed ChIP for DNMT3B in invasive MCF10CA1a breast cancer cells upon 9-day treatment with PTS at 7 μM concentration, followed by next-generation sequencing. Upon analysis of DNMT3B ChIP-seq data, we identified statistically significant changes in DNMT3B binding in 3314 peaks throughout the genome. Of those peaks, 1939 peaks were enriched with DNMT3B upon PTS (Figure 1A).

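DNMT3B peaks lay at largely the same places in PTS-treated and in vehicle-treated cells. In PTS-treated cells 1063 peaks passed the threshold, and in vehicle-treated cells 1200 did, which makes 2263 in both directions. A DNMT3B-reduced peak lay within 200 bp of 950 of the 1063 DNMT3B-increased peaks (89.4%, 95% interval 87.4 to 91.1). Of the 1063 peaks, 99.3% shared at least 1 base with a peak of the whole list of vehicle-treated cells, and 7 did not. Pileups were therefore compared at the 1276 regions that hold a peak past the threshold in either list. A pileup was available from both treatments in 1176 of these regions. Its median ratio, PTS over vehicle, was 0.945 (95% interval 0.938 to 0.949), with vehicle higher in 761 regions and PTS higher in 415. Counted as whole reads, without the scaling to equal depth, the median was 1.03 (95% interval 1.03 to 1.04), with PTS higher in 657 regions and vehicle higher in 435. The interval of the scaled ratio lay above 1 in 1 region and below 1 in 3 regions.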

Using the Broad ChromHMM track associated with human mammary epithelial cells (HMEC) available on the USCS Genome Browser, DNMT3B-increased peaks were annotated to corresponding chromatin states. The peaks were mostly located in repetitive elements (38.5% of peaks), which is in accordance with the well-established DNMT3B function in transcriptional repression of these elements, crucial for genomic stability [39]. While 27% of peaks were located in regions with unspecified chromatin state, the remaining 665 peaks were found in regions important for regulation of gene transcription, including promoters, enhancers, insulators, Polycomb-repressed regions, or heterochromatin. 

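Repetitive elements held more DNMT3B-increased peaks than any other chromatin state. Of the 1063 peaks, 505 (47.5%, 95% interval 44.5 to 50.5) were annotated to repetitive states and 373 (35.1%, 95% interval 32.3 to 38.0) to no state. The remaining classes together held 248 peaks (23.3%, 95% interval 20.9 to 26.0). Among these, 89 peaks were in transcribed regions, 88 in heterochromatin, 69 in enhancers, 20 in promoters, 17 in Polycomb-repressed regions and 7 in insulators. Of the DNMT3B-reduced peaks, 44.8% (95% interval 42.0 to 47.6) were in repetitive states and 336 peaks (28.0%, 95% interval 25.5 to 30.6) in regions relevant to transcription. The difference between the lists was not tested. A peak was counted in every class that the deposited list gives for it, so the classes overlap. The peaks with no state are those on sequences outside chromosomes 1 to 22 and X. A near-identical copy elsewhere in the genome, of at least 90% identity over at least 80% of the peak, was found for 437 of 1061 DNMT3B-increased peaks (41.2%). On chromosomes 1 to 22 and X it was found for 264 of 690 peaks (38.3%), against 4.35% of random regions there.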

(Figure 1B).

Using gene ontology (GO) and KEGG tools in the DAVID knowledgebase database, we performed functional and signaling pathway analyses of genes that contained at least one of the 665 DNMT3B-enriched peaks within regions relevant to transcription (Figure 1C). 

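The genes are those that the deposited lists assign to each peak. DNMT3B-increased peaks in regions relevant to transcription were assigned to 146 genes. They include the calcium channel subunit *CACNA2D1*, the cadherin *CDH4*, the histone methyltransferase *KMT2C* and *CSMD1*, each with a peak in an intron. The fold in PTS-treated cells was 7.63 at *CACNA2D1*, 6.33 at *CDH4*, 7.20 at *KMT2C* and 6.76 at *CSMD1*. In vehicle-treated cells the fold at the same introns was 7.86, 7.62, 8.34 and 7.86, respectively. DNMT3B-reduced peaks of the same regions were assigned to 213 genes. A gene with several peaks was counted once.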

We identified 270 unique genes in this group. 

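Genes of signaling, cell junction and calcium transport were found with DNMT3B-increased peaks, and no functional group passed an adjusted test, though most lists were too short to pass it. The Wnt kinase gene *NLK*, the Notch gene *NOTCH2NL*, the mTOR partner *RPTOR* and the BMP genes *KLF10* and *CHRDL1* each had a peak past the threshold. So did *CACNA2D1* and *RYR2* of calcium transport, and *PANX1*, *SPTBN4* and *CDH4* of the cell junction and actin cytoskeleton. Of the listed genes with a peak in any of the 4 lists for DNMT3B and OCT1, this makes 1 of 2 for Wnt, 1 of 2 for Notch, 1 of 2 for PI3K-AKT-mTOR, 2 of 2 for BMP and TGF-beta, 2 of 5 for calcium transport and 3 of 4 for cell junction. It was 0 of 2 for MAPK and 0 of 1 for JAK-STAT, 1 of 4 for chromatin regulators, 2 of 4 for small nuclear RNA genes, 6 of 11 for breast cancer oncogenes and 3 of 6 for tumor suppressors. Further lists covered DNA replication and repair, the NRF2 antioxidant response, histones, germline genes silenced by DNMT3B and breast epithelial identity. Olfactory receptors and immune cell genes served as controls. None of the genes on these lists had a peak in a region relevant to transcription in any of the 4 lists for DNMT3B and OCT1. A gene list holds only part of the genes of a function, so genes outside it can have such peaks. The lowest p, of 0.0680 for 3 of 4 cell junction genes where 1.12 were expected, came from a two-sided Fisher's exact test and rose to 0.514 when adjusted over the 19 lists. The background was the 523 genes with a peak in a region relevant to transcription in any of the 4 lists. On their own, only the lists of calcium transport, breast cancer oncogenes and tumor suppressors held enough of these genes to pass. Of their genes in the background, the paper names 1 of 5, 9 of 11 and 2 of 6 for peaks in the same data, so these counts are partly of chosen genes. The same holds for the cell junction list, of which the paper gives *PANX1*, *SPTBN4* and *ACTG2* with DNMT3B peaks.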

We found that these genes are implicated in signaling pathways commonly upregulated in cancer (Wnt, MAPK, BMP, mTOR, NOTCH, PI3K/Akt), in DNA replication, recombination and repair, cell junction, actin cytoskeleton, regulation of transcription, and calcium ion transmembrane transport (Figure 1C). Thereafter we refer to the 270 genes as DNMT3B-enriched target genes.

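Of *NOTCH2NL*, *PANX1*, *PVT1* and *JAK2*, the strongest DNMT3B-increased peak was assigned to *PANX1*, followed by a peak in *NOTCH2NL*, while no peak of *PVT1* or *JAK2* passed the threshold in PTS-treated cells. The *PANX1* peak at chromosome 11, from 93970610 to 93971430, lies in a Polycomb-repressed region 55473 bp from the gene, in an exon of a long noncoding RNA. Its fold was 9.81 in PTS-treated and 8.81 in vehicle-treated cells. *NOTCH2NL* had 3 peaks past the threshold in PTS-treated and 2 in vehicle-treated cells. The highest, at chromosome 1 from 145277032 to 145277337, had a fold of 6.54 in PTS-treated and 6.19 in vehicle-treated cells. Its sequence has 1 near-identical copy elsewhere. At *PVT1* the whole lists hold 81 peaks of PTS-treated and 203 of vehicle-treated cells, with a highest fold of 5.67 (deposited P-value 0.0613) and 5.48, respectively. The highest peak assigned to *JAK2* in PTS-treated cells had a fold of 5.89 (deposited P-value 0.0501) and lies 49587 bp upstream of the gene. In vehicle-treated cells 1 peak in an intron of *JAK2*, at chromosome 9 from 5023335 to 5023588, passed with a fold of 5.95.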

A thorough analysis of the DNMT3B-enriched target genes revealed candidates with oncogenic functions, including *NOTCH2NL*, *PANX1*, *PVT1*, and *JAK2*. Of note, *NOTCH2NL* is an oncogene activating Notch signaling by direct interaction with NOTCH2, thereby promoting proliferation and self-renewal [40]. *PANX1* overexpression has been associated with a worse prognosis in breast and liver cancer patients, which mechanistically is linked to PANX1-dependent enhancement of epithelial–mesenchymal transition and thus cell invasion [41,42]. *PVT1* is a long noncoding RNA that is commonly overexpressed in breast cancer and has been implicated in the regulation of MYC oncogene [43,44], while *JAK2* is a tyrosine kinase activating cancer-driving JAK/STAT signaling pathway [45].

Among 665 peaks assigned to chromatin states that are relevant to gene transcription, 201 peaks were located within promoters or enhancers, both of which are the core cis-regulatory elements. 

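Promoters and enhancers held 78 of the 248 DNMT3B-increased peaks, at 46 genes, and 96 DNMT3B-reduced peaks, at 66 genes. The highest promoter peaks of PTS-treated cells were at *PAXBP1* and *LINC01410*, both with a fold of 9.15, followed by *RNVU1-18* and, with a fold of 8.07, *NBPF9*. In vehicle-treated cells they were at *KCNH2*, with a fold of 9.05, and at *LOC654342* and *LINC01410*, both with a fold of 8.57. The *LINC01410* peaks have a near-identical copy elsewhere, and the *NBPF9* and *LOC654342* peaks are also annotated to repetitive states. Promoters themselves held 20 DNMT3B-increased peaks at 17 genes, and 16 of these genes also had a DNMT3B-reduced promoter peak.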

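Enhancers held most of the DNMT3B-increased peaks in *cis*-regulatory elements, with 69 peaks at 41 genes. The strongest were at the noncoding RNA genes *LINC00854* and *DANT2*, at *LOC100130331* and *ZP4*, which share a peak, and at *TNNT2*, *LINC00910*, *LOC654342*, *C2CD4D* and *PITPNC1*. The peaks of *LINC00854*, *LINC00910* and *LOC654342* are also annotated to repetitive states. The same 8 peaks led the enhancers of vehicle-treated cells. At *LINC00854* the fold was 20.2 in PTS-treated and 19.1 in vehicle-treated cells, and at *LOC654342* it was 11.1 and 11.2. Of the 69 peaks, 57 (82.6%, 95% interval 72.0 to 89.8) had a DNMT3B-reduced peak within 200 bp, and all of them shared bases with a peak of the whole list of vehicle-treated cells. The median pileup ratio at enhancers with a peak in both treatments was 0.95 (95% interval 0.913 to 0.989, 78 regions), and 1.04 (95% interval 1.00 to 1.08) without the scaling to equal depth. In no enhancer did the interval of the scaled ratio exclude 1.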

Interestingly, the majority of those 201 peaks are in enhancer regions (i.e., 173 peaks corresponding to 77 unique genes). 

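Oncogenes, long noncoding RNAs, small noncoding RNAs and pseudogenes were each represented among the enhancers with a DNMT3B-increased peak, and the chromatin remodeler *SMARCA4* and the microRNAs *miR4477A* and *miR4477B* were not. The *NOTCH2NL* enhancer at chromosome 1, from 145197270 to 145197525, had a fold of 6.33 in PTS-treated cells and, below the threshold, of 4.53 in vehicle-treated cells, and its sequence has 1 near-identical copy elsewhere. At *LOC102724511* (chromosome 6, 170461428 to 170461686) the fold was 6.54 in PTS-treated and 7.62 in vehicle-treated cells. *RNVU1-18*, a small nuclear RNA gene, had a peak 169 bp away at chromosome 1, from 149222157 to 149223889, with folds of 8.50 and 8.10. The *SNAR-A14* enhancer (chromosome 19, 50602187 to 50602458) had folds of 6.33 and 5.95, and its sequence has 20 such copies. The *LOC102724580* enhancer (chromosome 9, 67339153 to 67339727) had a fold of 6.98 in PTS-treated cells and, below the threshold, of 4.29 in vehicle-treated cells, and it has 8 such copies. For *miR4477A* and *miR4477B* the peak past the threshold, with a fold of 12.6 at chromosome 9 from 68420055 to 68422683, lies outside enhancers. Their highest enhancer peak had a fold of 5.24 in PTS-treated cells (deposited P-value 0.0747), while 1 enhancer peak of vehicle-treated cells passed with a fold of 5.95. No peak was assigned to *SMARCA4* in either whole DNMT3B list, and since the lists hold peaks above a minimum, lower binding is not excluded.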

The 77 genes with enhancers that gained DNMT3B binding upon PTS fell into several functional categories: (1) oncogenes such as *PITPNC1* [46], *NOTCH2NL* [40], *TNNT2* [47], and *ZP4* [48], (2) long noncoding RNAs (lncRNAs) such as *DANT2*, *LINC00910*, and *LOC102724511*, (3) microRNAs *miR4477A* and *miR4477B*, (4) small noncoding RNAs *RNVU1-18* and *SNAR-A14*), (5) pseudogenes *LOC100130331*, *LOC102724580*, and (6) epigenetic regulator *SMARCA4*, which is the ATPase of the chromatin-remodeling SWI/SNF complexes [49]. Many of those genes are linked to functions and processes that drive cancer. For instance, serine/threonine protein kinase *NLK* was demonstrated to localize in the nucleus of breast cancer cells and protect the cells from apoptosis [50]. 

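*NLK* had a single DNMT3B peak in each treatment, in the same intron, and *SREBF1* had DNMT3B peaks below the threshold in both treatments. The *NLK* peak at chromosome 17, from 26438769 to 26439101, had a fold of 6.98 in PTS-treated and 8.10 in vehicle-treated cells. Of the peaks assigned to *SREBF1*, the highest in PTS-treated cells was in an enhancer in an intron at chromosome 17, from 17726025 to 17726399, with a fold of 5.46 (deposited P-value 0.0747). In vehicle-treated cells its highest fold was 5.24.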

The tumorigenic function of the *SREBF1* transcription factor, which was found to be overexpressed and positively associated with metastasis and poor prognosis in breast cancer patients, has been linked to oncogenic activation of the PI3K/AKT/mTOR signaling pathway [51]. *PITPNC1* has been shown to be overexpressed in metastatic breast, colon, and melanoma cancers [46], and *SMARCA4* is a marker of poor prognosis in many types of cancer [49]. We also identified a group of noncoding RNAs with DNMT3B-enriched enhancers (e.g., *LINC00910*). 

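Most genes with a DNMT3B-increased peak in an enhancer code for proteins. By the GENCODE annotation, 25 of the 41 genes are protein coding and 6 are noncoding RNA genes, while 3 are of other or several types. The remaining 7 symbols are not in this annotation. Of the 52 genes with a DNMT3B-reduced peak in an enhancer, 32 are protein coding, 8 are noncoding RNA genes, 3 are of other or several types and 9 are not in the annotation. Whether noncoding RNA genes are more frequent than among genes in general was not tested.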

Although understanding of functions of noncoding RNAs in carcinogenesis is limited, there is evidence indicating that noncoding RNAs impact a wide range of biological processes such as metabolism [52], immune response [53], and development [54], all of which have been found to be dysregulated during carcinogenesis.

### 3.2. H3K36me3 Occupancy Is Reduced at Regions Enriched with DNMT3B in Response to PTS

In order to test whether DNMT3B binding is linked to changes in the activity of enhancers, we performed ChIP-seq with antibodies recognizing H3K27ac, a histone mark at active enhancers, in our preliminary experiment. However, we did not detect any apparent changes in H3K27ac upon PTS. Therefore, we proceeded with assessing PTS impact on the distribution of H3K36me3, which is a unique mark that can distinguish active enhancers from intermediate and poised enhancers and is associated with transcriptional activity [13]. Using ChIP-seq, we found 673 peaks, which showed statistically significant differential enrichment with H3K36me3 in response to PTS. Among those peaks, there were 324 peaks with a reduced enrichment in cells treated with PTS, as compared with vehicle-treated cells. The analysis of the chromatin states showed that 135/324 peaks are located in regions relevant to transcription and correspond to 95 unique genes. Our hypothesis, formulated based on our previous study [20], was that DNMT3B binds enhancers of oncogenes, catalyzes DNA methylation, and reduces the activity of enhancers upon PTS, which consequently downregulates gene expression. Thus, we focused on finding an overlap between genes with DNMT3B-increased peaks and genes with H3K36me3-reduced peaks, with the latter mark indicating reduced activity of an enhancer in a given gene. As shown in Figure 1D, we identified 83 genes that had reduced H3K36me3 mark and increased DNMT3B binding within regions relevant to transcription. Importantly, among genes with H3K36me3-reduced peaks, 17 genes were associated with changes in enhancers, and all 17 genes were also found within genes containing DNMT3B-increased peaks (Figure 1D and Figure 2A). For all of the 17 genes, reduced H3K36me3 occupancy and increased DNMT3B binding were detected within 200 bp in the same enhancer region (Figure 2B). 

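At the enhancers of the 17 genes, DNMT3B peaks were listed for PTS-treated and for vehicle-treated cells alike, and no gene showed a difference in pileup beyond counting error. The 17 genes have 16 distinct enhancer peaks, because *ZP4* and *LOC100130331* share 1. The folds of PTS-treated cells ran from 5.89 to 13.1, and those of *ACTG2* and *SLC39A14* just missed the threshold, with a deposited P-value of 0.0501. A peak of the whole DNMT3B list of vehicle-treated cells was present at all 17 genes, and it passed the threshold at 15. The median pileup ratio, PTS over vehicle, was 0.913, from 0.830 at *RYR2* (95% interval 0.489 to 1.40) to 1.47 at *RELL1* (95% interval 0.850 to 2.59). Vehicle was higher at 15 genes and PTS at 2, *RELL1* and *SLC39A14*. Without the scaling to equal depth the median was 1.00, with vehicle higher at 7 genes, PTS higher at 6 and equal reads at 4. At *CUX1* (chromosome 7, 101447574 to 101447775, 11409 bp from the gene) the fold was 6.33 in PTS-treated and 6.91 in vehicle-treated cells. At *RYR2* (chromosome 1, 237955524 to 237955847, in a coding exon) it was 6.76 and 8.10. At *KLF10* the peak lies 74833 bp from the gene. The H3K36me3 peaks were not analysed here. The paper takes these peaks together with reduced H3K36me3 peaks and names the 17 genes by their epigenetically targeted enhancers.

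**Figure D1:**
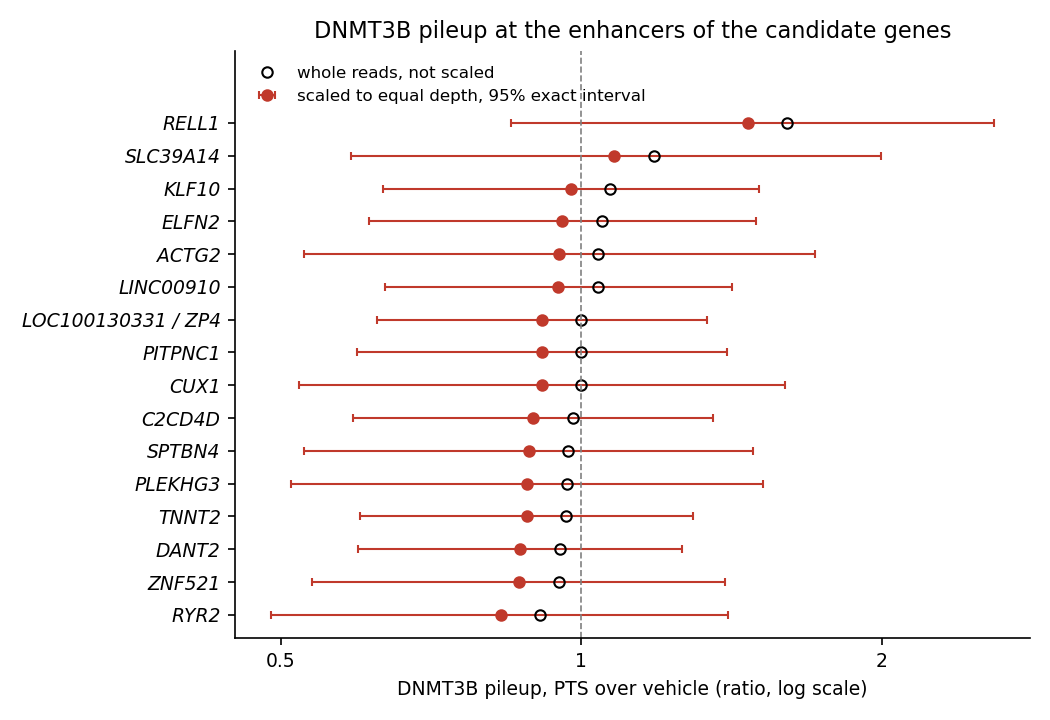
DNMT3B pileup in PTS-treated over vehicle-treated cells (log scale) at the 16 distinct enhancer peaks of the 17 candidate genes. Filled points are pileups scaled to equal depth with 95% exact intervals, which all include 1, and open points are whole reads without scaling.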

We next focused on the 17 genes for further analysis and refer to these genes as ‘candidate genes with epigenetically targeted enhancers in response to PTS’ (Figure 2B). Among them, there were known oncogenes, *PITPNC1* [46], *TNNT2* [47], and *ZP4* [48], and lncRNAs with a putative oncogenic role, such as *DANT2* and *LINC00910*, that we mentioned in the previous paragraph. We also found several genes that may function as oncogenes within the context of breast cancer. For example, *CUX1* encodes for a transcription factor that has been demonstrated to bind to the Snail promoter, which ultimately leads to increased epithelial-to-mesenchymal transition (EMT), tumor migration, and invasion [55]. Recently, active *CUX1* has been shown to be upregulated in triple-negative breast cancer, and upon knockdown of *CUX1*, there was increased estrogen receptor ERα and drug sensitivity [56]. Another candidate, *RYR2,* encodes for a ryanodine receptor, a component of a calcium channel, and it has been previously demonstrated that altered cellular calcium homeostasis contributes to the EMT in breast cancer [57,58]. Indeed, it was described that upon the EMT of MDA-MB-468 breast cancer cells, there was a drastic increase in *RYR2*, indicating that this receptor may play an important role in the process.

### 3.3. Candidate Genes with Enhancers That Are Characterized by Increased DNMT3B and Reduced H3K36me3 Occupancy Are Hypermethylated and Downregulated upon Exposure to PTS

Of the 17 ‘candidate genes with epigenetically targeted enhancers in response to PTS’, we selected two genes, *PITPNC1* and *LINC00910,* for further analyses. 

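Ranked by fold in PTS-treated cells, the candidate with the strongest DNMT3B peak was *DANT2*, at chromosome X from 115004522 to 115005259, with a fold of 13.1. *ZP4* and *LOC100130331* (chromosome 1, 238047149 to 238047494) followed with 12.9, *TNNT2* (chromosome 1, 201316112 to 201316452, 11684 bp from the gene) with 12.4 and *LINC00910* with 12.0. *C2CD4D* had a fold of 10.9, and *PITPNC1* and *KLF10* both had 10.5. In vehicle-treated cells the fold was 15.0 at *DANT2*, 14.1 at *ZP4* and at *TNNT2*, 12.6 at *LINC00910*, 12.1 at *C2CD4D*, 11.4 at *PITPNC1* and 10.7 at *KLF10*. The peak at *DANT2* has 14 near-identical copies elsewhere in the genome, and the other candidate peaks have none. Tandem repeats of at least 24 bp with a unit of up to 6 bp were found in 12 of the 16 distinct candidate peaks, *PITPNC1* and *TNNT2* among them, and in 2 of 32 regions of equal length 5 kb away.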

In our selection, we took into account the magnitude of differential binding (fold change) and the highest proximity, within less than 30 base pairs, between peaks with increased binding of DNMT3B and decreased enrichment of H3K36me3 (Figure 2B). Another important criterion was the biological functions of the genes. As mentioned before, *PITPNC1* is a reported oncogene in breast cancer [46], and *LINC00910* is a putative oncogenic noncoding RNA. To test whether a decrease in enhancer activating H3K36me3 mark impacts gene transcription, we first assessed gene expression of *PITPNC1* and *LINC00910* following 9-day treatment of MCF10CA1a breast cancer cells with 7 μM PTS. Using QPCR, we detected that PTS treatment led to a robust decrease in expression of *PITPNC* by 83% and *LINC00910* by 92%, compared to control cells (Figure 3A).

Gene downregulation and DNMT3B binding could suggest that DNA methylation within the enhancers of the tested genes underlies gene silencing. We next measured the DNA methylation status of *PITPNC1* and *LINC00910* by pyrosequencing. Gene maps show the exact positions of CpG sites in regions of differential occupancy of DNMT3B and H3K36me3 relative to the transcription start site (+1, TSS) (Figure 3B). The results confirmed that the enhancer of *PITPNC1* with 5 CpG sites was significantly hypermethylated by 8–16% upon PTS treatment. The enhancer region of *LINC00910*, encompassing eight CpG sites, showed 2–28% hypermethylation across eight CpG loci (Figure 3B).

### 3.4. DNMT3B Enrichment and H3K36me3 Reduced Occupancy Coincide with a Decrease in OCT1 Binding at Target Enhancers in Response to PTS

Our previous genome-wide DNA methylation study showed that 80% of regions whose DNA methylation state increases in response to stilbenoids in breast cancer cells contain a putative OCT1 binding site [20]. Most importantly, we confirmed that increased binding of DNMT3B was associated with decreased occupancy of OCT1 at the hypermethylated *MAML2* oncogene in response to PTS [20]. We therefore hypothesize that candidate genes with epigenetically targeted enhancers upon PTS are transcriptionally activated by OCT1 and OCT1 binding decreases coinciding with gene suppression in cells treated with PTS.

To understand these events, we performed ChIP sequencing following ChIP with OCT1-specific antibody. 

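OCT1, also named POU2F1, is a transcription factor that binds the octamer ATGCAAAT. The design was the same as for DNMT3B, with 3 biological replicates of PTS-treated and 3 of vehicle-treated MCF10CA1a cells, 1 input library for each treatment and peaks that the authors called on pooled replicates. The deposited list of PTS-treated cells, named OCT1-increased, holds 16071 distinct peaks. The list of vehicle-treated cells, named OCT1-reduced, holds 82187 peaks. The pooled depth implied by the background pileup of 3.50 was 47200000 reads for vehicle and 47700000 for PTS, and pileups of PTS-treated cells are multiples of 0.990. Here the peaks with a deposited P-value under 0.05 have a Poisson p of 8.95e-14 or lower. Past this threshold were 1464 OCT1-increased peaks, with folds from 5.72, and 1945 OCT1-reduced peaks, with folds from 5.56. Their median length was 495 bp and 556 bp, respectively. The enhancers with the highest folds in both lists were at *LINC00854* (23.1 in PTS-treated and 28.9 in vehicle-treated cells), *DANT2*, *LINC00910* and *LOC654342*. In regions relevant to transcription with a peak in both treatments, the median pileup ratio, PTS over vehicle, was 0.875 (95% interval 0.866 to 0.887, 837 regions), and 0.885 without scaling. In promoters it was 0.835 (95% interval 0.783 to 0.875), with vehicle higher in 76 of 87 regions. The interval of a single ratio excluded 1 in no promoter. Among the 837 regions it lay above 1 in 5 and below 1 in 5. Intervals of these medians cover the spread between regions and not between replicates. There were 1134 regions relevant to transcription with a peak past the threshold in either list. Of these, 274 had no peak in the list of PTS-treated cells and 23 none in that of vehicle-treated cells, so they have no ratio. The lowest listed OCT1 pileup was 12.9 for PTS and 11.0 for vehicle. This higher floor favors missing peaks in PTS-treated cells, so the counts do not measure a loss of OCT1. Of 1810 OCT1-reduced peaks, 64 hold the octamer (3.54%, 95% interval 2.78 to 4.49), against 6.91% of regions of equal length 5 kb away. Among the 734 other orders of the same bases that hold no CpG, 94.1% occur in fewer of the OCT1-reduced peaks than the octamer does. This share was 93.6% in OCT1-increased, 91.0% in DNMT3B-reduced and 81.1% in DNMT3B-increased peaks, so a high rank of the octamer is not particular to OCT1.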

Among 106 peaks that were characterized by increased DNMT3B binding and reduced H3K36me3 mark and located in regions relevant to transcription (Figure 2A), 46% overlapped within 200 bp with an OCT1-reduced peak. 

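OCT1 peaks of either direction lay beside most DNMT3B-increased peaks. Of the 248 DNMT3B-increased peaks in regions relevant to transcription, 173 (69.8%, 95% interval 63.8 to 75.1) had an OCT1-reduced peak within 200 bp, and 161 (64.9%, 95% interval 58.8 to 70.6) had an OCT1-increased peak. Both kinds of OCT1 peak were near 151 of them, an OCT1-reduced peak alone near 22, an OCT1-increased peak alone near 10 and neither near 65. In enhancers 49 of 69 peaks (71.0%, 95% interval 59.4 to 80.4) had an OCT1-reduced peak and 45 (65.2%, 95% interval 53.4 to 75.4) an OCT1-increased peak. DNMT3B-reduced peaks in regions relevant to transcription were near an OCT1-reduced peak in 61.6% (95% interval 56.3 to 66.6) and near an OCT1-increased peak in 55.4% (95% interval 50.0 to 60.6). In 1000 random placements of the DNMT3B-increased peaks on their chromosomes, the mean share near an OCT1-reduced peak was 0.123% and the highest 1.61%. These placements ignored where reads can be mapped, so the other pairings of direction are the closer comparison. These shares describe pooled lists, and the subset of peaks with a reduced H3K36me3 mark was not analysed here. The paper proposes that genes with such enhancers are activated by OCT1 and lose OCT1 when PTS suppresses them.

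**Figure D2:**
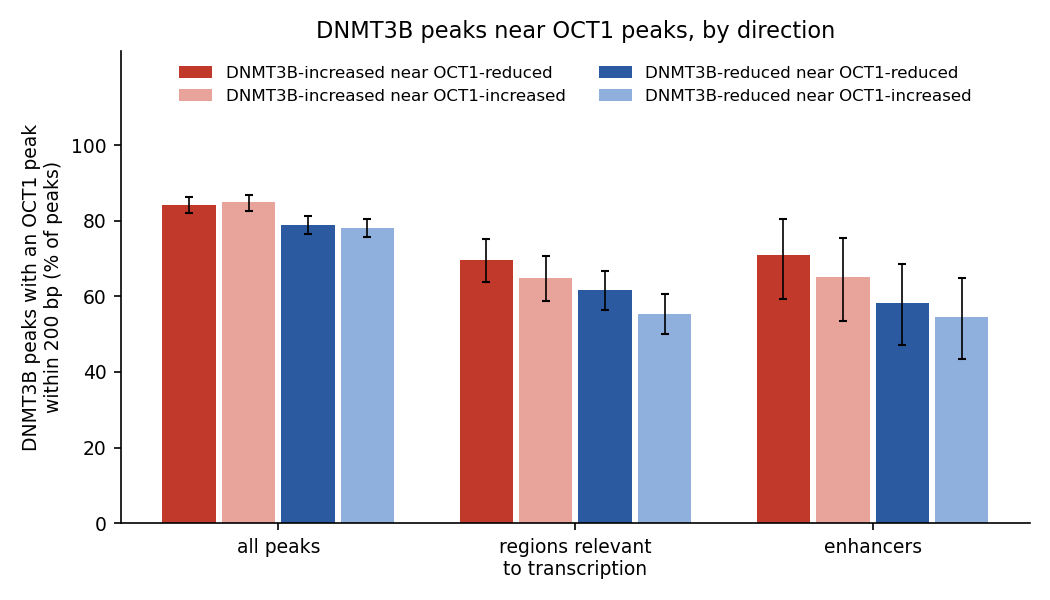
Percent of DNMT3B-increased and DNMT3B-reduced peaks with an OCT1-reduced or an OCT1-increased peak within 200 bp, for all peaks, regions relevant to transcription and enhancers. Bars show the share and lines its 95% Wilson interval, and among DNMT3B-increased peaks of regions relevant to transcription the shares are 69.8% and 64.9%.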

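*PITPNC1*, *DANT2*, *TNNT2*, *LINC00910*, *ZP4* and *LOC100130331* were the candidate genes with an OCT1-reduced peak within 200 bp of the DNMT3B peak, which makes 6 genes and 5 distinct peaks. An OCT1-increased peak was also near 4 of them, *PITPNC1*, *DANT2*, *TNNT2* and *LINC00910*, and no candidate had an OCT1-increased peak alone. The OCT1 fold at *DANT2* was 19.6 in PTS-treated and 19.1 in vehicle-treated cells, and at *TNNT2* it was 6.60 and 7.56. At *ZP4* and *LOC100130331* the fold in vehicle-treated cells was 6.00, and the list of PTS-treated cells holds no peak there. The OCT1 pileup ratio, PTS over vehicle, was 1.02 at *DANT2* (95% interval 0.752 to 1.40) and 0.870 at *TNNT2* (95% interval 0.509 to 1.48). No interval of an OCT1 ratio excluded 1 at the 5 candidate genes with OCT1 peaks from both treatments. A ratio needs a peak in both lists. A loss of OCT1 at genes without a peak in PTS-treated cells, *ZP4* and *LOC100130331* among them, was therefore not measured. In the whole lists, OCT1 peaks of vehicle-treated cells were present at 11 of the 17 genes and those of PTS-treated cells at 5. The list of PTS-treated cells has the higher floor, with a lowest pileup of 12.9 against 11.0, so these numbers are not directly comparable.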

Six peaks out of seventeen enhancer regions where epigenetic marks changed upon PTS (i.e., DNMT3B and H3K36me3) contained an overlapping OCT1-reduced peak (Supplementary Table S2). 

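At the *PITPNC1* and *LINC00910* enhancers, DNMT3B and OCT1 peaks of both treatments lay on top of each other, and neither antibody showed a difference between treatments beyond counting error. The *PITPNC1* peak is in an intron at chromosome 17, from 65421176 to 65421513, in a weak enhancer state, 7. Its DNMT3B pileup was 42.9 in PTS-treated and 47.0 in vehicle-treated cells, a ratio of 0.913 (95% interval 0.596 to 1.40), and the reads were equal without scaling. Its OCT1 pileup was 29.7 with PTS and 27.0 with vehicle, a ratio of 1.10 (95% interval 0.632 to 1.92) at folds of 6.82 and 6.22. The sequence holds a CA repeat of 60 bp, from 65421320 to 65421379, and 9 CpG sites. Around the DNMT3B summit it reads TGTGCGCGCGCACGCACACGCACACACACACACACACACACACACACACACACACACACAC, from 65421300 to 65421360. The *LINC00910* peak is in an exon at chromosome 17, from 41466032 to 41466396, in a strong enhancer state, 4, and also in a repetitive state, 15. Its DNMT3B pileup was 49.3 with PTS and 52.0 with vehicle, a ratio of 0.948 (95% interval 0.636 to 1.42), or 1.04 without scaling. Its OCT1 pileup was 54.4 with PTS and 64.0 with vehicle, a ratio of 0.850 (95% interval 0.582 to 1.24) at folds of 12.3 and 14.4. Its sequence holds 19 CpG sites and no tandem repeat, and around the summit it reads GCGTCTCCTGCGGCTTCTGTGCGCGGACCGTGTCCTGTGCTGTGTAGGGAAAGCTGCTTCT, from 41466173 to 41466233. The octamer and the shorter site ATGCAAA are absent from both peaks.

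**Figure D3:**
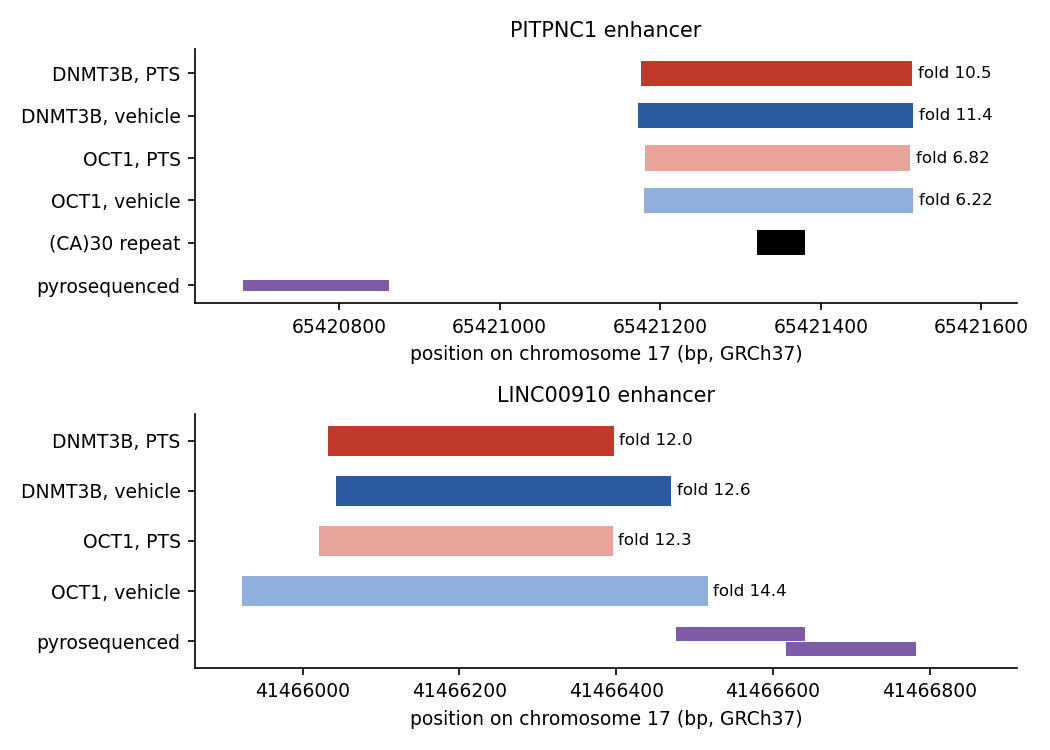
Maps of the *PITPNC1* and *LINC00910* enhancers on chromosome 17 (position in bp, GRCh37/hg19), with bars for the DNMT3B and OCT1 peaks of each treatment and their folds over background. All 4 peaks overlap at both enhancers, with DNMT3B folds of 10.5 and 11.4 at *PITPNC1* and of 12.0 and 12.6 at *LINC00910* in PTS-treated and vehicle-treated cells.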

Genome browser tracks of the ChIP-seq data in Figure 4A show the overlap in increased DNMT3B enrichment, reduced OCT1 binding, and reduced H3K36me3 occupancy at enhancer regions of *PITPNC1* and *LINC00910*, in MCF10CA1a cells treated with PTS (red peaks) as compared with control MCF10CA1a breast cancer cells (vehicle-treated, blue peaks).

To determine the role of OCT1 in the regulation of *PITPNC1* and *LINC00910* transcription, we tested the expression of the genes in MCF10CA1a cells with siRNA-mediated OCT1 depletion, which were generated in our previous study [20]. OCT1 depletion led to a profound downregulation of the two tested genes (Figure 4B). It indicates that OCT1 plays a role in driving the expression of *PITPNC1* and *LINC00910*.

## 4. Discussion

A crucial role of enhancers in gene transcriptional activity has long been an area of interest, with a more recent focus on the contribution of epigenetic components, including DNA methylation, in regulating the activity of enhancer regions [10,14,15]. Dysregulation of DNA methylation patterns and aberrant expression of DNMTs have been observed across multiple cancer types [59,60]. For instance, tumor suppressor genes are often methylated and silenced during carcinogenesis, whereas oncogenes lose methylation within their regulatory regions, including enhancers, and become actively transcribed [5,20]. Our group has shown that stilbenoids mediate transcriptional repression of *MAML2* through altering epigenetic patterns at the enhancer region of this oncogene [20]. DNMT3B was suggested to be a key player in *MAML2* hypermethylation and silencing in response to stilbenoids.

In the present study, we therefore investigated epigenetic marks and the interaction of DNMT3B with DNA at enhancer regions in response to PTS in breast cancer cells. Following ChIP-seq, we found 173 DNMT3B-increased peaks within enhancer regions corresponding to 77 unique genes (Figure 1D and Figure 2A). Functional analyses show enrichment of these genes with oncogenic processes and pathways, for example, *PITPNC1* is involved in metastasis [46], *NOTCH2NL* is from the NOTCH signaling pathway [40], and *SREBF1* is a transcription factor linked to oncogenic PI3K/AKT/mTOR pathway [51]. Of importance, although DNMT3B’s role in the regulation of gene transcription appears to be context-dependent, the enzyme has previously been shown to target genes with oncogenic functions for methylation and silencing in different cancers, including breast cancer [61,62,63,64]. Interestingly, in our ChIP-seq data, reduced binding of DNMT3B in response to PTS seems to occur at different genes than the increased binding. 

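Most genes with a DNMT3B-increased peak also had a DNMT3B-reduced peak. In regions relevant to transcription, 132 of the 146 genes with a DNMT3B-increased peak (90.4%) were among the 213 genes with a DNMT3B-reduced peak. Independent lists among the 523 genes with a peak in any of the lists would share 59.5. The odds ratio was 34.5 (p = 8.39e-50, two-sided Fisher's exact test over genes). In enhancers, the shared genes were 37 of the 41 with a DNMT3B-increased and the 52 with a DNMT3B-reduced peak, against 12.5 expected among 171 genes (odds ratio 70.9, p = 6.29e-21, same Fisher's exact test). Genes are not replicates, so these p-values describe the pooled lists. Both lists are of the same antibody, and each sets its own treatment against a constant background. A place high in both treatments can therefore enter both lists. A strong overlap was likely beforehand, and it does not measure changes in binding.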

Among genes associated with DNMT3B-reduced peaks within gene regulatory regions, we found strong candidates associated with inhibition of cancer proliferation, migration, and metastasis, and activation of apoptosis. For instance, we identified *CHRDL1*, the downregulation of which was associated with poor survival and mechanistically with cancer progression and metastasis, indicating the tumor-suppressing role of *CHRDL1* [65]. Other interesting candidates were *NOX5*, whose activation was demonstrated to inhibit cancer stem cell formation through ROS generation [66], and *SALL3*, which was reported to directly inhibit DNMT3A activity and consequently cause DNA hypomethylation and activation of tumor suppressor genes [67]. Thus, our findings imply that DNMT3B may be implicated in the methylation and silencing of oncogenes in normal cells.

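*CHRDL1* and *SALL3* had a DNMT3B-reduced peak past the threshold and *NOX5* did not. At *CHRDL1*, a peak in an intron on chromosome X, from 109940919 to 109941250, had a fold of 7.15 in vehicle-treated cells. In PTS-treated cells the peak at the same place had a fold of 7.85. The peak assigned to *SALL3* at chromosome 18, from 76774480 to 76774821, had a fold of 5.95 in vehicle-treated cells and lies 15512 bp from the gene by the deposited list. It has 8 near-identical copies elsewhere, and no DNMT3B-increased peak was assigned to *SALL3*. For *NOX5*, the peak of vehicle-treated cells at chromosome 15, from 69361042 to 69361400, had a fold of 5.48 (deposited P-value 0.0613) and lies 11542 bp from the gene. No DNMT3B-increased peak was assigned to *NOX5*.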

Interestingly, previous studies report delocalization of DNMT3B in cancer and link this phenomenon, at least partially, to oxidative stress and DNA repair mechanisms [68,69]. It is suggested that oxidative stress leads to DNA breaks and activation of the DNA repair pathway, which consequently recruits DNMT3B to sites of DNA damage [68,69]. When the repair system is overloaded, it may cause a permanent shift in DNMT3B localization, resulting in a transition from the silencing of oncogenes to the methylation and silencing of tumor suppressor genes. As PTS is known to regulate the antioxidant defense network [70,71,72], we could hypothesize that PTS, by decreasing oxidative stress, may alter DNMT3B localization and shift it back to regions where DNMT3B typically binds in normal cells [22]. This interesting concept will be further explored in our future studies.

We found that 17 of the enhancer regions with DNMT3B-increased binding in response to PTS overlap within 200 bp with reduced occupancy of H3K36me3 (Figure 2). H3K36me3 is a very important histone mark linked to transcriptional activation and elongation and distinguishing active from intermediate or poised enhancers [13]. H3K36me3 was found to be abundant along with phosphorylated RNA polymerase II at actively transcribed genes, and, as such, it is an excellent mark of transcribed genes [13]. Nearly 31% of genes with DNMT3B-increased peaks in regions relevant to transcription lost H3K36me3 in response to PTS (Figure 1D). This clearly indicates a decrease in the transcriptional activity of those genes upon PTS.

Genes assigned to the 17 enhancers included oncogenes and pro-metastatic genes (*PITPNC1* [46], *TNNT2* [47], *ZP4* [48], *CUX1* [55], *RYR2* [57,58]), and putative oncogenes (*DANT2* and *LINC00910*). Indeed, enrichment of ectopic H3K36me3 at oncogenes has previously been reported in different cancers, including breast cancer, and associated with gene upregulation [73,74,75,76,77]. Redistribution of H3K36me3 across intergenic regions and low-expressing genes was associated with aberrantly upregulated expression [78]. As H3K36me3 is known to antagonize Polycomb repressive complex 2 (PRC2)-mediated H3K27 methylation [79,80], perhaps loss of H3K36me3 at enhancers of oncogenes in response to PTS results in increased PRC2-mediated gene repression. Another interesting aspect is that genes expressed in a cell type-dependent manner are known to be targeted by de novo DNMT activity and methylated as a consequence [81]. DNA methylation eventually replaces dynamic histone marks to provide stable silencing of these genes upon differentiation [81]. Indeed, along with increased occupancy of DNMT3B, we observed DNA methylation and decreased expression of *PITPNC1* and *LINC00910* (Figure 3).

In addition, almost half of the overlapping DNMT3B-increased and H3K36me3-reduced peaks located in regions relevant to transcription (i.e., promoters, enhancers, insulators, Polycomb-repressed regions, or heterochromatin) also lost OCT1 binding in response to PTS (Figure 4A, Supplementary Table S2 with enhancers). This finding raised the possibility that OCT1 plays a role in the regulation of transcription of corresponding genes as all the changes refer to reduced transcription. Indeed, OCT1 depletion in MCF10CA1a breast cancer cells led to a profound downregulation of *PITPNC1* and *LINC00910* (Figure 4B) and exerted anti-cancer effects [20]. Taking into account that the overlapping DNMT3B-increased and H3K36me3-reduced peaks within regions relevant to transcription are assigned to genes enriched with cancer-driving functions and pathways (Figure 1C), our results are in agreement with existing literature. The pro-tumorigenic function of OCT1 has been demonstrated in different cancer types, and OCT1 has been shown to regulate genes associated with cell metabolic function, proliferation, oxidative stress, and immune modulation, all of which are interconnected with a process of tumorigenesis [82,83]. DNMT3B- and OCT1-mediated mechanisms, through which stilbenoids modify DNA methylation and impact the expression of genes involved in cancer, are an emerging research area.

The overlap between OCT1-reduced peaks and DNMT3B-increased and H3K36me3-reduced peaks also suggests that OCT1 may matter for specificity in DNMT3B binding to those regions. Indeed, several pieces of evidence indicate that DNMT3B recruitment may be directed by the recognition of transcription factors [39,84]. It was reported that certain transcription factors, for example, E2F6, NR6A1, and PU.1, act as positive regulators of DNMT3B recruitment, leading to silencing of their target genes [84], whereas CTCF and SP1 were shown to block de novo DNA methylation at the target regions [84].

In terms of DNMT3B recruitment to the target regions, another interesting hypothesis involves histone modifications, such as H3K36me3, as was suggested by other groups [85,86]. DNMT3B selectively bound the bodies of transcribed genes and led to their preferential methylation, which was mediated through recognition of H3K36me3 in mouse embryonic stem cells [85]. Recruitment of DNMT3B to cell-type-specific actively transcribed enhancers, followed by their hypermethylation, was also demonstrated to be mediated by recognition of H3K36me3 in human epidermal stem cells [86]. Depletion of SETD2, an enzyme responsible for H3K36me3, particularly affected DNA methylation at H3K36me3 sites, implying that H3K36me3 is key to guide loci-specific recruitment of DNMT3B [85]. On the other hand, as we mentioned before, loss of H3K36me3 may result in increased PRC2-mediated gene repression [79,80]. Therefore, the increase in DNMT3B binding and DNA methylation within regions of decreased H3K36me3 upon PTS may just be a consequence of decreased expression, irrespective of H3K36me3 recruitment activity of DNMT3B. Those interesting interactions between epigenetic enzymes and proteins and the consequences of such interactions for the regulation of gene expression should be further explored in vivo. Of importance, current technological advances in cell sorting allow for the isolation of single cells from tumors [87,88,89]. It makes the in vivo approach highly feasible. It would also be critical to elucidate whether DNMT3B plays similar roles in other cancers, especially other aggressive cancers characterized by activation of oncogenes (e.g., pancreatic cancer [90]), and whether PTS effects on DNMT3B binding and histone mark occupancy occur in different cancer types.

## 5. Conclusions

In summary, our study delivers new knowledge about the effects of dietary polyphenols on epigenetic marks and the interaction between DNA and epigenetic enzymes at enhancer regions. We show that PTS-mediated silencing of known or putative oncogenes involves the interaction between DNMT3B, H3K36me3, and OCT1, which opens the door to further investigations. Such epigenetic silencing of oncogenes may be an important contributor to the anti-cancer action of stilbenoid polyphenols. Insights into the mechanistic underpinnings of bioactive compounds eliciting anti-cancer effects are crucial in the development of effective cancer prevention strategies and novel approaches in support of existing therapies.

## Figures and Tables

**Figure 1:**
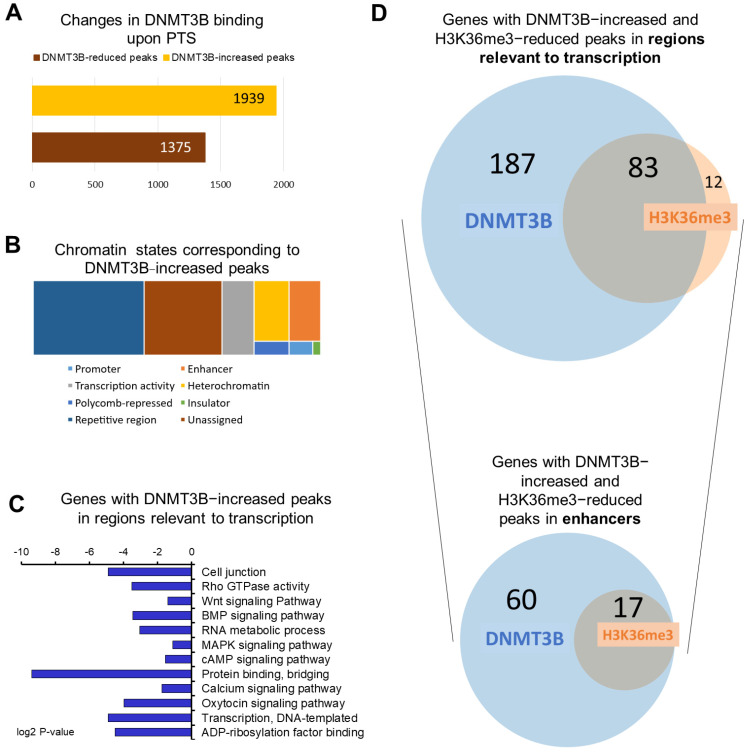
Overview of genome−wide changes of DNMT3B binding in response to PTS. (**A**) A bar chart depicting the number of changes in DNMT3B binding in MCF10CA1a breast cancer cells treated with 7 μM PTS for 9 days. DNMT3B binding was assessed by ChIP sequencing. (**B**) Chromatin states associated with DNMT3B-increased peaks were determined using Broad ChromHMM data from human mammary epithelial cells (HMEC) available on USCS Genome Browser (hg19). Peaks could correspond to active, weak, or poised promoters, strong or weak enhancers, putative insulators, active or weak transcription, Polycomb−repressed regions, heterochromatin, or repetitive regions. (**C**) The 270 genes with DNMT3B-increased peaks in regions relevant to transcription upon PTS (i.e., promoters, enhancers, insulators, Polycomb-repressed regions, or heterochromatin) were subjected to Gene Ontology (GO) function and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using DAVID Knowledgebase. (**D**) Venn diagrams present an overlap between genes with DNMT3B−increased and H3K36me3-reduced peaks that were located in regions relevant to transcription and specifically in enhancer regions. The proportionally scaled Venn diagrams were generated using tools on www.stefanjol.nl/venny (accessed on 28 May 2021).

**Figure 2:**
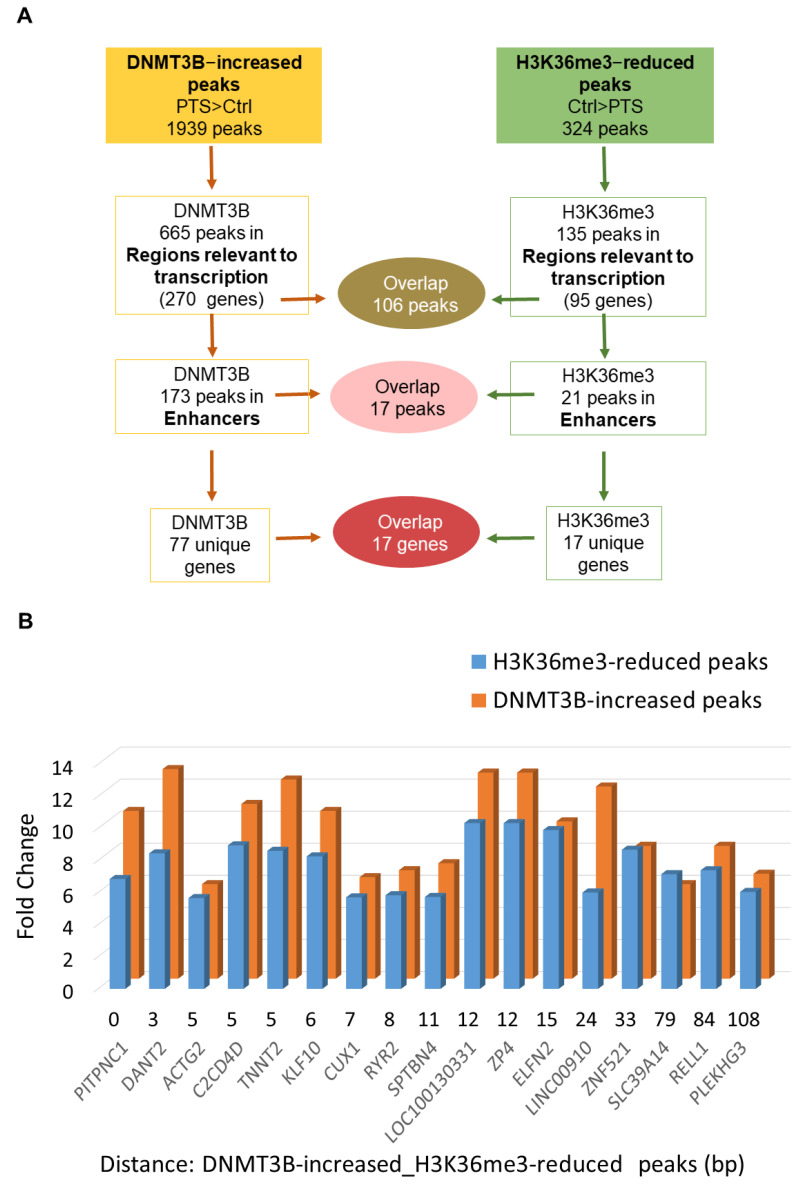
Characterization of regions and genes that contain overlapping DNMT3B-increased and H3K36me3-reduced peaks in response to PTS. (**A**) Schematic of the analysis of peaks and genes associated with DNMT3B-increased and H3K36me3-reduced peaks in MCF10CA1a breast cancer cells treated with 7 μM PTS for 9 days. The overlap between peaks located within regions relevant to transcription (i.e., promoters, enhancers, insulators, Polycomb-repressed regions, or heterochromatin) and specifically enhancers is depicted along with the number of corresponding genes. (**B**) The 17 overlapping peaks located in enhancer regions and the corresponding genes are shown in the bar chart that computes a difference (fold change) in DNMT3B binding and H3K36me3 enrichment between PTS-treated and control cells (vehicle-treated, ethanol), along with the distance between DNMT3B-increased and H3K36me3-reduced peaks in a given gene. The presented results are based on ChIP-seq analyses.

**Figure 3:**
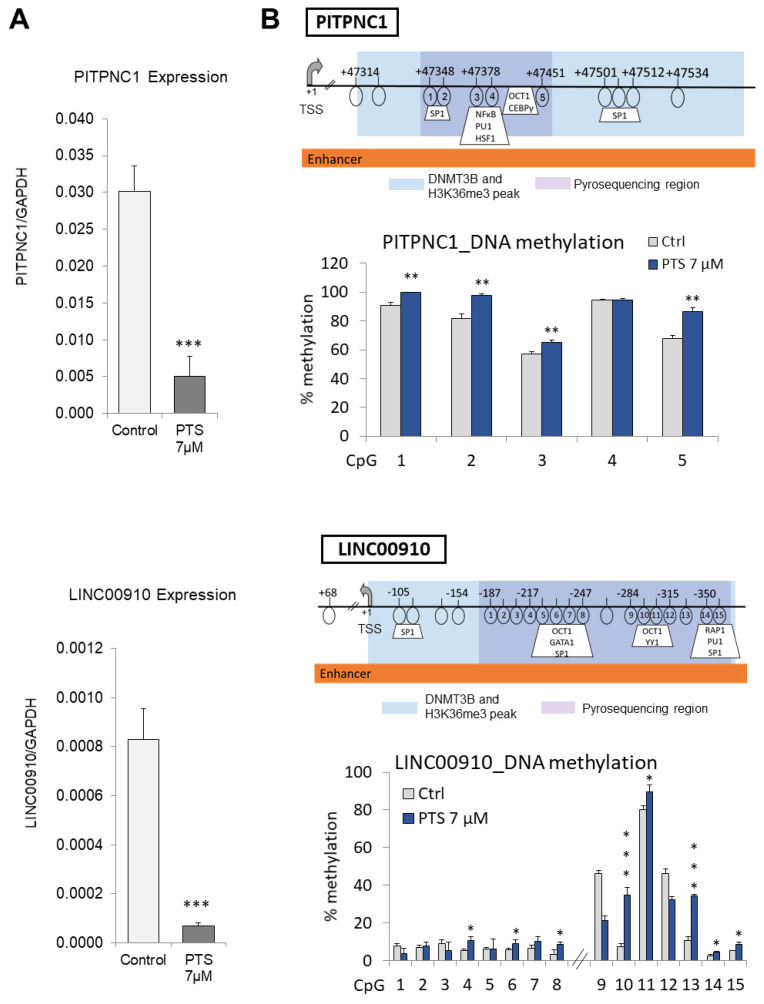
Increased DNMT3B binding and reduced H3K36me3 occupancy is associated with *PITPNC1* and *LINC00910* downregulation and hypermethylation of the enhancer regions in response to PTS in breast cancer cells. (**A**) *PITPNC1* and *LINC00910* expression upon 9-day treatment of MCF10CA1a breast cancer cells with 7 μM PTS as determined by QPCR. (**B**) Average methylation status of CpG sites within *PITPNC1* and *LINC00910* enhancer regions as determined by pyrosequencing in MCF10CA1a breast cancer cells treated for 9 days with 7 μM PTS. Gene maps show transcription start site (TSS) indicated by +1, transcription factors predicted using Transfac, and pyrosequenced CpG sites circled and numbered. The blue-shaded fragment in the gene map represents the DNMT3B-increased and H3K36me3-reduced overlapping peaks. The purple-shaded regions refer to a region tested in pyrosequencing. All results represent mean ± SD of three independent experiments; *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 4:**
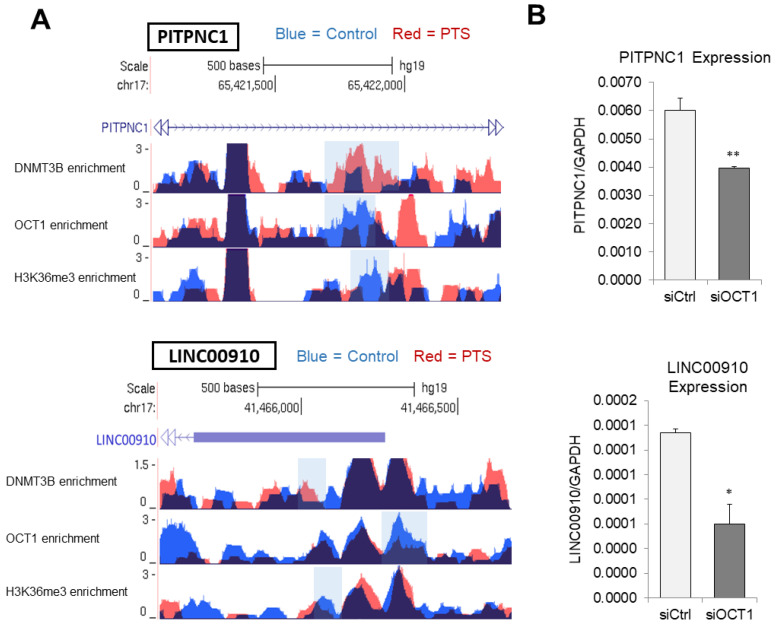
Increased DNMT3B binding and reduced H3K36me3 occupancy is associated with *PITPNC1* and *LINC00910* downregulation and hypermethylation of the enhancer regions in response to PTS in breast cancer cells. (**A**) Genome browser tracks depicting DNMT3B, OCT1, and H3K36me3 enrichment in occupancy within *PITPNC1* and *LINC00910* enhancer regions in vehicle-treated (blue, control) and PTS-treated (red) MCF10CA1a breast cancer cells. The data are based on ChIP-seq analyses. The blue-shaded region represents the DNMT3B-increased, OCT1-reduced, and h3K36me3-reduced overlapping peaks. (**B**) Expression of *PITPNC1* and *LINC00910*, as determined by QPCR in MCF10CA1a breast cancer cells with OCT1 knockdown, which was generated using siRNA. Cells transfected with scrambled siRNA (siCtrl) served as a control. All results represent mean ± SD of three independent experiments; ** *p* < 0.01, * *p* < 0.05.

## Data Availability

GEO accession number: GSE175639.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox10081232/s1, Table S1: Pyrosequencing and QPCR primer sequences for *PITPNC1* and *LINC00910*, Table S2: Overlapping peaks between DNMT3B increase, H3K36 decrease, and OCT1 reduction within enhancer regions.

# Supplementary material for: Pterostilbene Changes Epigenetic Marks at Enhancer Regions of Oncogenes in Breast Cancer Cells
**Source:** Antioxidants (Basel). 2021 Jul 30;10(8):1232. doi: 10.3390/antiox10081232
**Supplement:** Supplementary file 1

Supplementary Table S1: Pyrosequencing and QPCR primer sequences for *PITPNC1* and *LINC00910*.

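The primer pairs were placed on GRCh37/hg19 by their best match, allowing for bisulfite conversion. The *LINC00910* amplicon for CpG sites 1 to 8 lies at chromosome 17 from 41466476 to 41466640, with 1 mismatch in the primers. It starts 79 bp beyond the DNMT3B-increased peak and shares 41 bp with the OCT1-reduced peak. The amplicon for CpG sites 9 to 15 lies from 41466617 to 41466781, with 1 mismatch, 220 bp beyond the DNMT3B-increased peak. The best match of the *PITPNC1* amplicon lies at chromosome 17 from 65420681 to 65420861, with 7 mismatches where the next best match has 16. It ends 314 bp before the DNMT3B-increased peak.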

Gene	Primer sequences	Annealing temperature [°C]	Amplicon length [bp]
**Pyrosequencing**			
PITPNC1 (CpG #1-5)	FW 5'- AGGAATAGTTTGAATTTGGGAGG -3'<br>RVBio 5'- AACCTCTACAACCTACTTATTAACCTACAT-3'<br>Seq 5'- AGGAGAAGGTTGTAGTGA -3'	58.5	181
LINC00910 (CpG #1-8)	FW 5'- TTGAGGGTTGGGATTTTTATTAGTAT -3'<br>RVBio 5'- ACCTCCTAACTACCTCCTCTCTAATTAC -3'<br>Seq 5'- AGTGTTTGGTAAGTTGA -3'	58.5	165
LINC00910 (CpG #9-15)	FW 5'- TTAGAGAGGAAGTAGTTAGGAGGTTATTGG -3'<br>RVBio 5'- CTCAAAAAAAAAATTTATCCCAACCTTAC -3'<br>Seq 5'- GTTAGGAGGTTATTGGTT -3'	55	165
**QPCR**			
PITPNC1	FW 5'- GGACAACAAAGGAAGCAATGAC-3'<br>RV 5'- TTGTAGTAGCGCTCTGGAATTT-3'	59	111
LINC00910	FW 5'- ACGTTCACAGGTACACAAAGG -3'<br>RV 5'- TCCCAGTATCCGACTAGCTTC -3'	59	92
GAPDH	FW 5'-TGCACCACCAACTGCTTA-3'<br>RV 5'-AGAGGCAGGGATGATGTTC-3'	59	177

How the deposited data were processed for this re-analysis (not part of the article)

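DNA bound by DNMT3B or OCT1 was sequenced after ChIP from MCF10CA1a cells, which had received PTS at 7 µM for 9 days or vehicle. Each antibody had 3 biological replicates per treatment and 1 input library per treatment. The sample labels gave the grouping. The values came from 4 deposited peak lists, 1 for each antibody and treatment, and from the paper's Table S2. Every list pools the 3 replicates, so no replicate error, no test between replicates and no leave-one-out analysis could be computed. The depth of the single libraries is not in the lists, and the pooled depths stand with each experiment.

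The authors trimmed reads with cutadapt, aligned them to GRCh37/hg19, removed duplicate and low-quality reads and called peaks with MACS2 at a fragment size of 200 bp. By the paper's methods, pooled inputs were the background and the bdgdiff function called differential peaks. The deposited folds and p-values hold no comparison between treatments. The authors assigned genes with ChIPseeker and chromatin states from the Broad ChromHMM track of HMEC. The authors' software versions are not stated. The deposited pileup is the signal of pooled fragments at the summit of a peak, and the authors scaled it to equal depth in the lists of PTS-treated cells. The deposited fold enrichment is a ratio of pileup to background, each plus 1, and 1 background value holds for a whole list. The authors also deposited −log10 p-values and −log10 q-values from MACS2, and the p-values equal the Poisson tail of the pileup. The deposited P-value and Q-value columns are scores, computed by the authors as 10 to the power of −x/10 from the −log10 columns. Table S2 prints this score as the P-value, and the threshold of 0.05 was applied to it.

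A peak listed on several lines was counted once, and each chromatin state listed for it was counted. States 1 to 13 were taken as relevant to transcription, 4 to 7 as enhancers, 1 to 3 as promoters, and 14 and 15 as repetitive. In the deposited tables some chromosome X peaks had their chromosome split over columns, and these were rejoined. Peaks of different lists were called near when at most 200 bp lay between them. Random placements kept each peak's chromosome and length, with 1000 draws and a fixed seed. Pileup ratios were computed at regions with a peak past the threshold in either treatment, and their exact intervals treat pileups as counts. Intervals of median ratios are percentiles of 1000 bootstrap draws of the regions. Shared genes and gene lists were tested with Fisher's exact test, and p-values of gene lists were adjusted by the Benjamini-Hochberg method over the lists of a peak list.

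Sequences came from GRCh37/hg19, and gene positions and types from GENCODE 44 lifted to GRCh37. Near-identical copies were searched with minimap2 2.31-r1302. Tandem repeats and octamers were searched in the peaks and in flanks of equal length. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and figures matplotlib 3.10.9. The code was tested on simulated data with planted overlaps, ratios, shared genes, repeats and octamers. Planted counts were recovered in full, and 96.2% to 96.9% of the 95% intervals held the planted ratio.

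The genes given are all those that the paper names with a DNMT3B or OCT1 peak, and the 17 candidate genes. To these were added the 8 genes with the strongest enhancer peak and the 4 with the strongest promoter peak of each list, and up to 4 members of each gene list. The values of the paper's Table S2 and Figure 2B had been seen when this rule was set. Gene lists were written for the pathways the paper names, for other functions and for controls, and their results stand beside the pathways.

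Alternatives tried were a threshold of 0.01 and none, counting lines instead of peaks, merging peaks within 200 bp, leaving out sequences other than chromosomes 1 to 22 and X, 1 state per peak, and no transcription states. For overlaps they were at least 1 bp shared, 50% of the shorter peak shared, a gap of 1 kb, folds above the median and no repetitive states. Gene lists were also counted over all annotated peaks, and OCT1 peaks were also searched for ATGCWAAT and ATGCAAA. The input libraries and raw reads were not analysed here. The H3K36me3 peaks are not in the deposited lists, so no result that needs them was computed.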

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

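The tests of a single background, of a rise in DNMT3B binding, of DNMT3B-increased peaks without copies and of copy number were chosen after the results they measure had been seen. The repeat at the *PITPNC1* enhancer had also been seen before the test of tandem repeats was set.

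Among peaks that the paper does not report on, 468 OCT1-increased peaks lie in regions relevant to transcription. An OCT1-increased peak is within 200 bp of 161 DNMT3B-increased peaks of these regions. Of the OCT1-reduced peaks in regions relevant to transcription, 222 (23.3%) lie in 10q22, 17p11 or 8q24, which together make 8 Mb. These counts are listed because the paper does not report on them, and as no input was analysed they show only that such peaks are in the lists.

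DNMT3B-increased and DNMT3B-reduced peaks lie at the same places. Scaled to equal depth, the median pileup ratio of 0.945 shows no rise with PTS relative to all reads, and without scaling it was 1.03. A general rise in binding cannot be judged from it, because scaling to equal depth can hide such a rise and sets the direction of the ratio. A rise at single regions within their counting error stays open as well. Near-identical copies as the whole cause are argued against, since 99.7% of DNMT3B-increased peaks without such a copy share bases with the whole list of vehicle-treated cells (95% interval 98.8 to 99.9), and for the 41.2% that have a copy (95% interval 38.3 to 44.2) they cannot be told apart from binding, as reads were not analysed. The folds of each list are set against 1 constant background, and 99.3% of all DNMT3B-increased peaks share bases with the whole list of vehicle-treated cells. That this construction is why the same places are in both lists stays open as a hypothesis.

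Peaks crowd into 10q22, 17p11 and 8q24, around *CDH23*, *PEMT* and *PVT1*, which hold 20.8% of the whole DNMT3B list of PTS-treated cells and 13.6% of that of vehicle-treated cells, counted on chromosomes 1 to 22 and X. Near-identical copies are argued against, since 0.767% of the OCT1-reduced peaks there have one (95% interval 0.528 to 1.11), as are repetitive chromatin states, which hold 0.0284% of them. The bins of these regions hold 46.3 times as many DNMT3B-reduced peaks as other bins of the same GC content, 251 against 5.43 per bin. Since the regions were chosen for their crowding, a high ratio was likely beforehand. It shows only that bins of this GC content are not crowded on average, and it gives no verdict on base composition in other respects. A candidate explanation that stays open is a gain in copy number, since peaks per 1 Mb bin rise together for DNMT3B and OCT1 in vehicle-treated cells (Spearman rho 0.652, 2740 bins), but other features of the bins can do the same and no input was analysed. No biological explanation was tested, and the crowding was present in both treatments. Other 1 Mb bins are crowded too and were not examined further. Chromosome 9 from 4 to 5 Mb, for example, holds 235 DNMT3B-reduced peaks against an average of 4.85 per bin.

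The enhancer peaks of the 17 candidate genes are high in both treatments, and at several genes with both antibodies. Near-identical copies as the whole cause are argued against, since 1 of the 16 distinct peaks has such copies (6.25%, 95% interval 1.11 to 28.3). Tandem repeats may raise these peaks, being found in 75.0% of them (95% interval 50.5 to 89.8), but the peaks of *DANT2*, *LINC00910*, *ZNF521* and *RELL1* hold none. Among peaks relevant to transcription, such repeats are in 43.8% of DNMT3B-increased peaks against 10.5% of their flanks, and in 8.70% of OCT1-reduced peaks against 8.76%. Binding of DNMT3B to these enhancers whatever the treatment stays open as untested.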

How the results depend on the processing

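The alternatives under a P-value of 0.075, without peaks shared between treatments, without scaling and without a threshold for the octamer were chosen after seeing the data, and the others before the data were examined. Of 121 values under alternatives set beforehand, 76 stayed within the margin (1.5 times for a count, the 95% interval for a share or ratio), 45 moved beyond it and 0 reversed. Of 22 values under alternatives added later, 2 stayed, 18 moved and 2 reversed. No value moved beyond the margin when peaks within 200 bp were merged, transcription states were left out, 1 bp had to be shared, or gene lists were counted over all annotated peaks.

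At a threshold of 0.01 there were 632 DNMT3B-increased, 649 DNMT3B-reduced, 717 OCT1-increased and 780 OCT1-reduced peaks. Of the DNMT3B-increased peaks, 53.5% were repetitive, 108 relevant to transcription (70 genes), 25 in enhancers (18 genes) and 31 in promoters or enhancers. An OCT1-reduced peak was near 63.0% of those relevant to transcription and 56.0% of those in enhancers. DNMT3B-increased and DNMT3B-reduced peaks shared 63 genes, and 15 in enhancers.

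With no threshold these numbers were 4326, 15855, 16071 and 82187 peaks, 21.9% repetitive, 17.9% without a state, 2712 relevant to transcription (835 genes), 617 in enhancers (313 genes) and 713 in promoters or enhancers. An OCT1-reduced peak was near 80.9% of all DNMT3B-increased peaks and at 11 candidate genes, and 764 genes were shared, 263 of them in enhancers. The octamer was in 1.34% of OCT1-increased and 0.910% of OCT1-reduced peaks. A threshold fixes how many peaks are counted, and the cause of the changed shares was not tested.

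When lines were counted, 30.2% were without a state. On chromosomes 1 to 22 and X there were 690 DNMT3B-increased and 797 DNMT3B-reduced peaks, with 73.2% of the increased peaks repetitive, 0.0% without a state and 81.0% near an OCT1-reduced peak. By construction, this leaves out the peaks without a state. With 1 state per peak, 43.7% were repetitive.

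The share of all DNMT3B-increased peaks near an OCT1-reduced peak was 81.9% when 50% of the shorter peak had to be shared, 88.7% within 1 kb and 90.4% for folds above the median. Without repetitive states it was 79.4%, with 57.3% in regions relevant to transcription and 54.5% in enhancers, and the cause was not tested. The site ATGCWAAT was in 5.14% of OCT1-reduced peaks, and ATGCAAA in 15.1% of OCT1-increased and 14.1% of OCT1-reduced peaks, since shorter or looser sites occur more often.

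Lines under a P-value of 0.075 gave 1939 DNMT3B-increased and 2193 DNMT3B-reduced, with 43.1% of the increased ones repetitive, 27.2% without a state, 693 relevant to transcription (275 genes), 183 in enhancers (80 genes) and 207 in promoters or enhancers. Among peaks that share no base with the other treatment's whole list there were 7 DNMT3B-increased, 93 DNMT3B-reduced, 34 OCT1-increased and 318 OCT1-reduced, and of the 7, 3 were relevant to transcription and 0 in enhancers. The whole lists of PTS-treated cells start at a higher pileup, which favors larger counts for the reduced peaks. Without scaling to equal depth, the direction of the median DNMT3B ratio reversed, to 1.03 over all regions and 1.04 in enhancers, and vehicle was higher at 7 candidate genes. This follows from the scaling factor alone, and the OCT1 medians over all regions and in enhancers stayed below 1.

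The share near an OCT1-reduced peak ranged from 57.3% to 74.3% in regions relevant to transcription over the alternatives set beforehand. The odds ratio of shared genes stayed above 1, from 13.9 to 44.3 in these regions and from 6.25 to 70.9 in enhancers, with a highest p of 0.0354 at a threshold of 0.01 (Fisher's exact test). No gene list had an adjusted p under 0.05 under either way of counting, which says nothing for the lists with too few genes to pass. Leave-one-out and a replicate block were not run, because the lists are pooled. No paired analysis was possible because the lists hold no values per replicate. Depth limits the ratio at single peaks. At a pileup near 45, as at *PITPNC1*, the interval of a ratio runs from 0.596 to 1.40, so smaller changes were not detectable.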

Differences from the paper's values

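The count of lines under a P-value of 0.075 and the ratios without scaling were chosen after seeing the values, and the other alternatives were set before the data were examined. The paper states no threshold for ChIP-seq peaks, and its p-value of 0.05 stands with the statistics of QPCR and pyrosequencing. A deposited P-value under 0.05 was used here.

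The paper's number of DNMT3B-increased peaks is 1939, against 1063 here. It was 632 at a threshold of 0.01, 4326 with none, 1245 when lines were counted, 925 with peaks within 200 bp merged and 690 on chromosomes 1 to 22 and X, and none of these comes within 1.5 times of the paper's number. For regions relevant to transcription the paper's numbers are 665 peaks and 270 genes, against 248 peaks and 146 genes here. In promoters or enhancers the paper counts 201 peaks, against 78 here. In enhancers the paper's numbers are 173 peaks and 77 genes, against 69 peaks and 41 genes here. All 5 of these numbers also differ from the paper's at a threshold of 0.01, with no threshold, with peaks merged, on chromosomes 1 to 22 and X and with 1 state per peak. The 3 counts of peaks differ as well when lines are counted, and the 2 numbers for regions relevant to transcription differ without transcription states.

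Counting each line with a deposited P-value under 0.075, a setting chosen after seeing the values, gives 1939 DNMT3B-increased lines, the paper's number. It gives 693 in regions relevant to transcription (275 genes), 207 in promoters or enhancers and 183 in enhancers (80 genes). With 2193 DNMT3B-reduced lines beside them, it exceeds the paper's total of 3314 for both directions. Of 34 calls that the paper makes by name for DNMT3B, a gene in a class of regions, it drops 1, *SMARCA4*, where the threshold of 0.05 drops 9.

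The paper names *PVT1* and *JAK2* among genes with increased DNMT3B, and *SREBF1*, *miR4477A*, *miR4477B* and *SMARCA4* among those with increased DNMT3B in enhancers, and none of these has such a peak past 0.05 here. Among the 17 candidate genes, *ACTG2* and *SLC39A14* miss it too. With no threshold, or under 0.075, all but *SMARCA4* have one. *NOTCH2NL* and *PANX1* pass at 0.05, as does *NLK*, whose peak is in an enhancer and in heterochromatin.

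In the paper's reading, reduced DNMT3B binding seems to fall at other genes than increased binding. Here 132 of the 146 genes with a DNMT3B-increased peak also have a DNMT3B-reduced peak. The lists hold no comparison between treatments, so this overlap shows shared peaks and does not measure changes in binding. The paper names *CHRDL1*, *NOX5* and *SALL3* for reduced binding. *CHRDL1* has peaks past the threshold in both treatments, *NOX5* has none past 0.05 and 1 with no threshold, and *SALL3* has a peak in vehicle-treated cells alone, as the paper has it.

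At the enhancers of *PITPNC1* and *LINC00910* the paper has DNMT3B increased and OCT1 reduced by PTS. The DNMT3B ratio, PTS over vehicle, was 0.913 at *PITPNC1* and 0.948 at *LINC00910*, or 1.00 and 1.04 without scaling. The OCT1 ratio was 1.10 at *PITPNC1* and 0.850 at *LINC00910*, the latter in the paper's direction, and the intervals of all 4 scaled ratios include 1. For the 17 candidate enhancers the paper has DNMT3B increased, and the ratio was below 1 at 15 of them, or at 7 without scaling. All 12 folds for DNMT3B and OCT1 in the paper's Table S2 match the deposited lists.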

Other observations

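The regions singled out below by their ratio, and the tandem repeats beyond the candidate genes, were chosen after their values had been seen.

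OCT1 peaks past the threshold were found at several genes that the paper names for DNMT3B. *PVT1* had 6 OCT1-increased and 11 OCT1-reduced peaks, with highest folds of 6.60 and 6.67. *SREBF1* had 1 OCT1-increased peak with a fold of 5.72 and 5 OCT1-reduced peaks of up to 7.11. Both genes lie where peaks crowd, in 8q24 and 17p11. *JAK2* had 1 of each, with folds of 5.94 and 7.33. This gene starts in a crowded bin as well, chromosome 9 from 4 to 5 Mb, with 208 OCT1-increased peaks against an average of 4.96. *PANX1* had folds of 10.6 and 11.6, and *NOTCH2NL* of up to 7.70 and 7.78. *SMARCA4* had 8 peaks in the whole OCT1-reduced list, none past the threshold. *MAML2*, which the paper names from earlier work, had no peak past the threshold with either antibody, and its highest DNMT3B-reduced fold was 4.05. The strongest OCT1 promoter peaks were at *LOC654342* (folds of 10.8 with PTS and 12.0 with vehicle) and *LINC01410* (10.6 and 11.6).

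In repetitive regions the median OCT1 pileup ratio, PTS over vehicle, was 1.02 (95% interval 0.992 to 1.03), and over all regions it was 0.963 (0.973 without scaling). Among regions relevant to transcription, the interval of a scaled ratio lay above 1 for OCT1 at *CROCCP2* (2.21), *CDH23* (2.14), *LOC388692* (2.12) and 2 places in *PDE4DIP* (1.92 and 1.84). It lay below 1 at *NID1* (0.712), *FLJ36000* (0.630), *WDR97* (0.565), *LOC105379514* (0.553) and *RAI1* (0.540). For DNMT3B it lay below 1 at *KIAA1671* (0.542, 95% interval 0.290 to 0.986) and above 1 nowhere in these regions. The *CDH23* and *RAI1* regions lie where peaks crowd, in 10q22 and 17p11. These 10 OCT1 regions are among 837 compared, with no correction for their number, and 95% intervals leave out the true ratio in up to 5% of regions.

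Tandem repeats were in 43.5% of DNMT3B-reduced peaks relevant to transcription against 10.9% of their flanks, and in 11.0% of OCT1-increased peaks against 10.1%. Near-identical copies were found for 21.0% of DNMT3B-increased peaks relevant to transcription. Among gene lists in the other 3 peak lists, the lowest adjusted p was 0.0756, for tumor suppressors in the OCT1-reduced list (1 of 6 genes where 4.53 were expected, unadjusted p 0.00398, Fisher's exact test). The paper names 2 of these 6 genes for DNMT3B peaks in the same study. Over all annotated peaks the adjusted p for this list was 0.0521.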
